A study of Homo sapiens with 6 samples. Its data were reported in "MUC1-C Dictates PBRM1-Mediated Chronic Induction of Interferon Signaling, DNA Damage Resistance, and Immunosuppression in Triple-Negative Breast Cancer" (2022).

How the data were processed

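BT-549 is an established human triple-negative breast cancer cell line. RNA was sequenced from 3 control samples and 3 samples in which IRF1, a transcription factor of the interferon (IFN) response, was silenced with a short hairpin RNA (shRNA). Per the labels, the libraries were prepared with TruSeq Stranded mRNA kits, the control samples received 0.1% DMSO and the IRF1shRNA samples received 500 ng/ml doxycycline. The sample titles name a control shRNA for the first group, whereas the description of the series names a single cell line that carries an inducible IRF1 shRNA and was given DMSO or doxycycline. Under either reading of the labels, doxycycline was given to the same 3 samples in which IRF1 was silenced and to no control, so its effects and those of the shRNA cannot be told apart. If the controls were a separate line with a control shRNA, differences between the lines could not be told apart from silencing either.

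The authors deposited raw counts per gene symbol, with no normalization, for 6 samples and 37887 listed symbols. The aligner, the counting program, the genome build, the annotation release and the use of strand in counting are not stated in the sources read, so no coordinates are given, and counts of overlapping genes, antisense genes and genes with near-identical copies are uncertain. The total count per sample ranged from 55143808 to 160436234. Among genes with 2 to 11 counts, between 72.1% and 75.2% of the values per sample were even numbers, where even and odd values would be close to equally frequent if each fragment were counted once. The mates of a read pair therefore appear to have been counted separately, and an alternative with halved counts was run. There were 10041 symbols with no count in any sample, 14 symbols had been turned into dates by a spreadsheet, and 2 of these appeared more than once and were kept as separate genes. All 6 columns were matched to samples by their titles.

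The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the deposited counts, with group as the single factor, TMM normalization, the filterByExpr filter with a minimum count of 10, and Benjamini-Hochberg adjustment over the 18851 genes that passed it. The authors analysed their counts with DESeq2, which was run here as an alternative (DESeq2 1.42.0). Expression is given as TMM-scaled CPM, the count of a gene relative to the scaled library total, as mean ± SD over the 3 samples of a group. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. A total of 3 counts, the smallest number taken as detected, corresponds to between 0.0187 and 0.0544 CPM depending on the sample. Floors cover counting error only, since the reads carried no molecular identifiers, whereas the standard errors and intervals of log2 fold changes also include the spread between replicates. In the fit with no filter, that spread came from a trend across all genes and not from the gene itself.

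Gene lists were fixed before the data were examined, as were the main design, most alternatives and the rule for naming genes. The interferon response list holds 72 genes shared by the hallmark IFN gamma and IFN alpha sets, read from the labels of a heatmap of the study, with no values taken from it. The other lists hold 19 genes of MHC class I antigen presentation, 32 of the integrated stress response, 13 encoded by the mitochondrial genome and 33 of proliferation. The rule covered 9 genes that the study discusses, of which 8 are reported here, the 5 with the largest log2 fold change in each direction among genes past both thresholds with a mean of at least 1 CPM and no overlap between the groups, and the 3 with the smallest adjusted p-value in each list. Genes named outside this rule are said to be so. Lists were tested with fgsea 1.28.0 on genes ranked by the signed square root of the quasi-likelihood F statistic, with adjustment over the 5 lists. The shift of a list is its median log2 fold change less that of all genes tested.

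The replicate numbers in the sample titles, 1 to 3 in each group, were taken as a possible pairing. A fit with the replicate number as a block was therefore run beside the main one, and the correlation between same-numbered samples of their deviations from the group means was computed. The alternatives fixed in this way were DESeq2, other scalings (DESeq2 size factors, upper quartile, library size only), no filter, a filter of at least 1 CPM in at least 3 samples, leaving out each replicate in turn, the replicate block, a test against a 2-fold change (glmTreat), a threshold of 0.01, camera (limma 3.58.1) and a ranking by log2 fold change for the lists, and lists without shared genes. A further 6 alternatives were chosen after seeing the data: halved counts, thinning of every library to the smallest total, a correction for GC content and transcript length (GENCODE release 29, known for 98.6% of genes tested), that correction with the replicate block, leaving out the genes of the MHC region on chromosome 6, and a mean of at least 1 CPM. The MHC region was taken as the 387 genes that GENCODE annotates from GPX6 to ZBTB9.

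The scripts were tested on simulated counts for 18851 genes, drawn from the means and library sizes of these samples, with 200 genes changed by 1.5 on the log2 scale. Each simulated gene took its spread from the trend across all genes and had none of its own, so the recoveries below may not hold for the data. The edgeR test recovered 87.0% of the changed genes, with 5.95% false calls, and DESeq2 recovered 85.0%, with 8.11% false calls. The recovery of edgeR was below the level first required, and that level was lowered after it was seen. Of the changed genes, 143 had a mean of at least 1 CPM and 100% of them were recovered, whereas 54.4% of the 57 genes under 1 CPM were. Figures were drawn with matplotlib 3.10.9.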

Results

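RNA-seq was performed on BT-549 triple-negative breast cancer cells to determine how silencing IRF1 changes the transcriptome, with 3 control and 3 IRF1shRNA samples (shIRF1 in the plots). The total counts were 124253348, 125007532 and 152874959 in control replicates 1 to 3, and 123528129, 55143808 and 160436234 in IRF1shRNA replicates 1 to 3. IRF1shRNA replicate 2 was therefore the least deeply sequenced library. The first principal component of log2 CPM held 86.3% of the variance and separated the control from the IRF1shRNA samples. Replicates of one group correlated with Pearson's r between 0.998 and 0.999 across genes, which are not independent replicates. The chi-square per degree of freedom between their counts, halved, was 6.15 to 15.2. That exceeds sampling noise but cannot tell separate cultures from repeat libraries, and the 6 libraries were taken as separate cultures from the labels.

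A small number of genes differed greatly between replicates of one group. TUBB was at 145 and 148 CPM in control replicates 1 and 2 but at 2.18 CPM in control replicate 3. GNL1 was at 0.429 CPM in IRF1shRNA replicate 1 and at 36.8 and 34.7 CPM in the other IRF1shRNA replicates. Both genes lie in the MHC region of chromosome 6, and both were chosen after their values were seen. HLA-C, also in this region and chosen in the same way, was counted at 0.324 to 8.40 CPM over the 6 libraries, with ranges that overlapped between the groups. Its value is uncertain for this reason, and no direction is given for it. Large differences were not limited to the MHC region. MT-RNR2, MT-RNR1 and RPS9 lie outside it and ranked 3, 4 and 5 by spread within groups. They were also chosen after their values were seen. MT-RNR2 was at 1.64 CPM in IRF1shRNA replicate 2 and at 31.1 and 41.5 CPM in the other IRF1shRNA replicates.

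**Figure D1:**
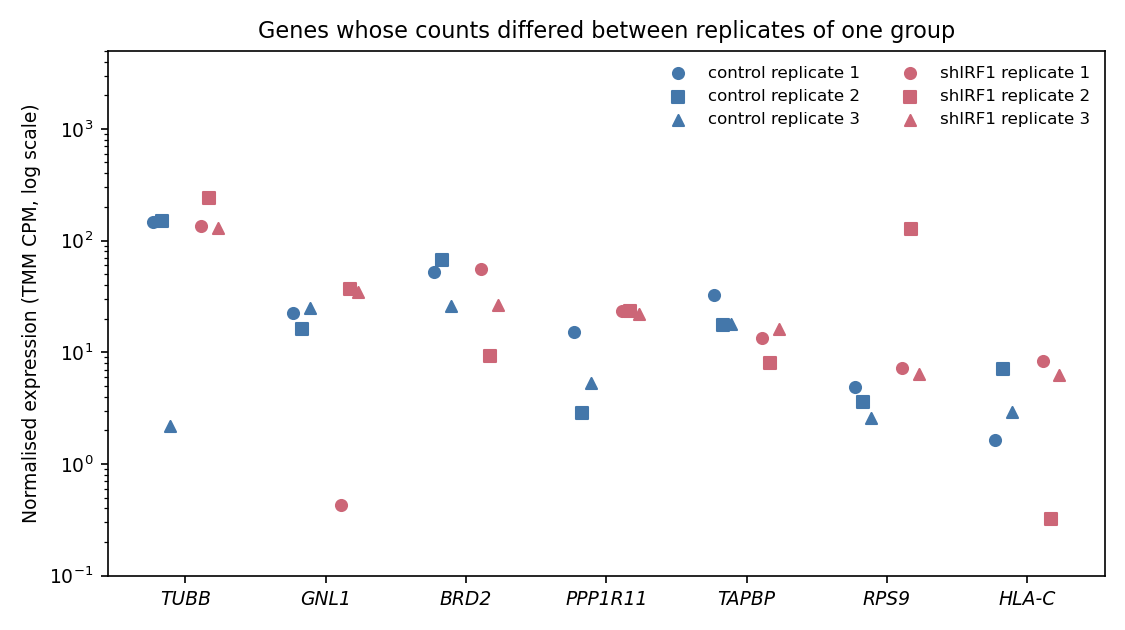
Normalised expression (TMM CPM, log axis) of 7 genes in each of the 6 libraries, with controls in blue, IRF1shRNA samples in red and a marker shape per replicate number. TUBB in control replicate 3 (2.18 CPM) and GNL1 in IRF1shRNA replicate 1 (0.429 CPM) lie far below the other replicates of their groups, and RPS9 in IRF1shRNA replicate 2 (128 CPM) lies far above.

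The targeted gene was examined first. IRF1 was at 45.3, 48.1 and 51.5 CPM in control replicates 1 to 3, and at 13.8, 14.9 and 14.6 CPM in IRF1shRNA replicates 1 to 3. Silencing lowered IRF1 from 48.3 ± 3.14 CPM to 14.4 ± 0.601 CPM (SD, n = 3 each), or 29.9% of control. The log2 fold change was −1.74 ± 0.06 (SE), with an adjusted p of 4.53e-13 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the alternatives, leaving out control replicate 3 moved the IRF1 value most, to −1.69. With the replicate number as a block the IRF1 log2 fold change was −1.74, while the deviations of same-numbered samples had a mean correlation of 0.0274.

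All genes were then compared between the groups. Of 18851 genes tested, 9519 (50.5%) had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 4548 were upregulated and 4971 downregulated. Which direction held more of these genes depended on the scaling, since library size only gave 5267 upregulated and 4309 downregulated genes. With a fold change over 2 as well, 647 genes were upregulated and 835 downregulated. The alternative that moved these counts most was the glmTreat test against a 2-fold change, which called 127 genes upregulated and 377 downregulated. With the replicate block, 625 genes were upregulated and 826 downregulated past both thresholds, and 1416 of the 1482 genes were shared. The correlation of deviations was −0.0759, 0.0518 and 0.106 for replicate numbers 1, 2 and 3. DESeq2 called 636 genes upregulated and 810 downregulated, with 1329 genes in common with edgeR. The CPM values of the groups did not overlap for 56.8% of genes tested, where chance gives 10%.

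The upregulated genes were less abundant than the downregulated ones. Among genes with a mean of at least 1 CPM over all samples, 174 were upregulated and 531 downregulated past both thresholds. Below 1 CPM, 473 were upregulated and 304 downregulated. The 5 genes with the largest decrease were IFI27 (log2 fold change −6.28 ± 0.13, SE), OAS1 (−5.77 ± 0.14), OAS2 (−5.68 ± 0.13), TRIM22 (−5.67 ± 0.31) and IFI44L (−5.30 ± 0.18). OAS2 fell from 168 ± 31.4 CPM to 3.30 ± 0.583 CPM (SD, n = 3 each), or 1.97% of control. The 5 genes with the largest increase were RPS9 (3.65 ± 0.81), FBXW10 (3.17 ± 0.19), SLC7A2 (3.07 ± 0.17), CCDC113 (2.81 ± 0.13) and TMEM59L (2.53 ± 0.18). SLC7A2 rose from 0.635 ± 0.173 CPM to 5.40 ± 0.905 CPM. The RPS9 value rested on a single library, at 128 CPM in IRF1shRNA replicate 2 against 7.16 and 6.34 CPM in the other IRF1shRNA replicates, and its log2 fold change was 0.89 without that library. With the replicate block RPS9 was at 2.32, below TMEM59L at 2.54.

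**Figure D2:**
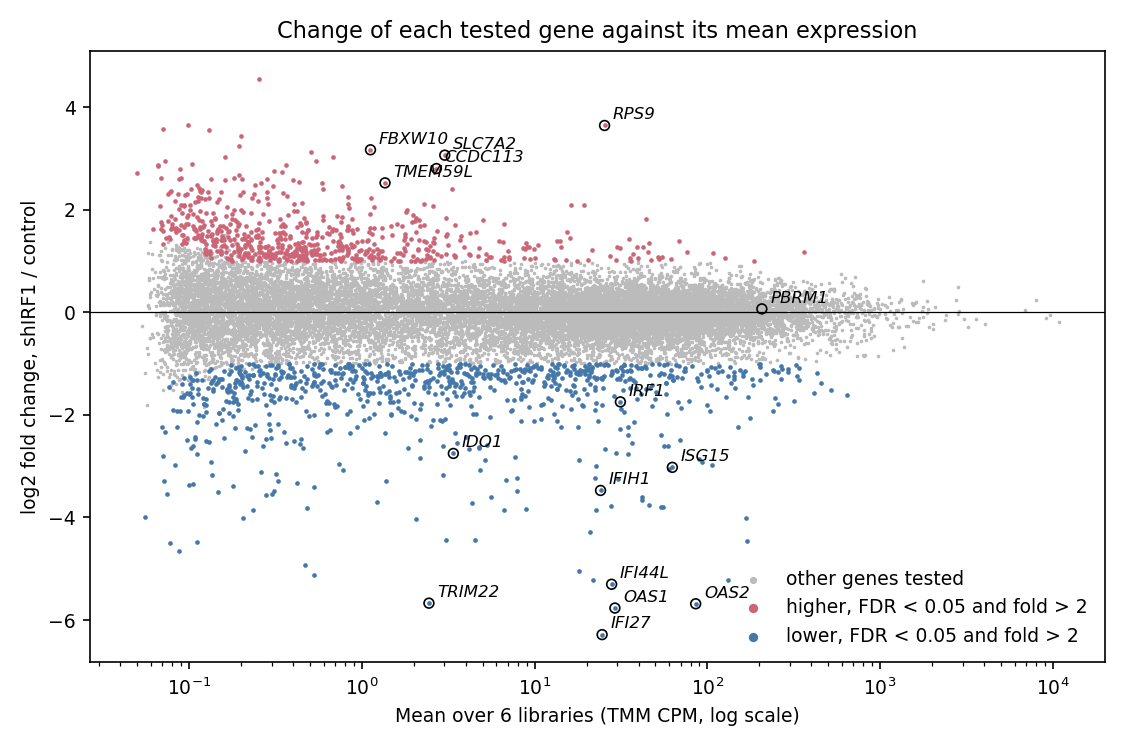
Log2 fold change of IRF1shRNA over control for each of the 18851 genes tested, against the mean over 6 libraries (TMM CPM, log axis). Red and blue points are the 647 upregulated and 835 downregulated genes past both thresholds, grey points are the other genes, and circles mark named genes, from IFI27 at −6.28 to RPS9 at 3.65.

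Transcripts of genes in both IFN pathways were examined next, to determine whether they depend on IRF1. Of the type II genes, IDO1 fell from 5.87 ± 1.18 CPM to 0.903 ± 0.278 CPM (SD, n = 3 each), with a log2 fold change of −2.75 ± 0.18 (SE). WARS1, listed as WARS, fell from 224 ± 14.1 CPM to 145 ± 3.89 CPM, with a log2 fold change of −0.62 ± 0.05. Of the type I genes, IFIH1 had a log2 fold change of −3.47 ± 0.12, ISG15 of −3.02 ± 0.11 and RIGI, listed as DDX58, of −2.42 ± 0.12. The largest adjusted p among these 5 genes, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was 8.61e-09, for WARS1. With the replicate block the log2 fold changes were −2.76 for IDO1, −0.62 for WARS1, −3.48 for IFIH1, −3.02 for ISG15 and −2.43 for RIGI, at a mean correlation of same-numbered samples of 0.0274. In the same edgeR test the block lowered the adjusted p of ISG15 to 8.14e-16, IFIH1 to 3.95e-15, IDO1 to 6.56e-11 and RIGI to 1.67e-11. It raised that of WARS1 to 1.04e-08. The correlation covers all genes tested, so it does not exclude an effect of replicate number on these 5 genes.

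PBRM1 and MUC1 transcripts were not significantly changed. PBRM1 was at 202 ± 7.27 CPM in control and 212 ± 4.93 CPM in IRF1shRNA samples (SD, n = 3 each). Its log2 fold change was 0.07 ± 0.04 (SE), with an adjusted p of 0.199 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Scaling by library size only raised the PBRM1 value to 0.12, with an adjusted p of 0.0246 in the same edgeR test, and over its alternatives the adjusted p in edgeR and DESeq2 ran from 0.0246 to 0.456. The PBRM1 values of the groups did not overlap (207, 205 and 193 CPM against 208, 217 and 209 CPM), which chance gives for 10% of genes. MUC1 was at 39.7 ± 4.83 CPM in control and 38.1 ± 1.11 CPM in IRF1shRNA samples. Its log2 fold change was −0.06 ± 0.07, with an adjusted p of 0.520 by the same edgeR test, and it changed sign to 0.035 without control replicate 3. With the replicate block the log2 fold changes were 0.07 for PBRM1 and −0.05 for MUC1, beside a mean correlation of same-numbered samples of 0.0274.

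**Figure D3:**
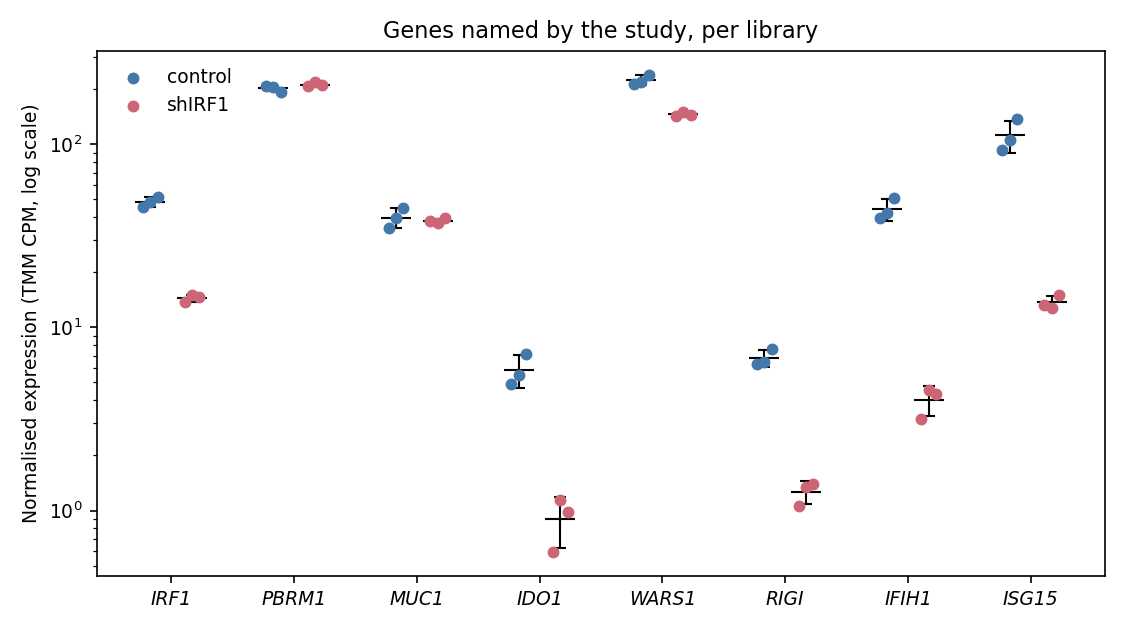
Normalised expression (TMM CPM, log axis) of 8 genes discussed by the study, with a point per library (control blue, IRF1shRNA red) and black bars for mean ± SD of 3 replicates. IRF1, IDO1, WARS1, RIGI, IFIH1 and ISG15 are lower in every IRF1shRNA library than in any control library, whereas MUC1 overlaps between the groups and PBRM1 averages 202 CPM in control and 212 CPM in IRF1shRNA samples.

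The interferon response list of 72 genes was then assessed as a set. There were 70 genes with a lower mean expression estimate in IRF1shRNA samples, of which 65 had an adjusted p under 0.05 over all genes tested and 66 when adjusted over the list alone. Past both thresholds, 50 genes were downregulated and 0 upregulated, and 0 genes were upregulated over 2-fold at an unadjusted p under 0.05. The 2 genes with a higher estimate were TRAFD1, at 0.31 ± 0.04 (log2 fold change ± SE), and IL4R, at 0.33 ± 0.06. They fall outside the naming rule and were chosen after their values were seen. Under scaling by library size only, 69 genes were lower and 3 higher. The smallest adjusted p-values in the list belonged to IFI27, PARP14 (−2.92 ± 0.06) and SAMD9L (−4.28 ± 0.10). The list shifted by −1.88 on the log2 scale, with a normalized enrichment score of −2.77 and an adjusted p of 2.12e-27 in the fgsea permutation test on the edgeR ranking. The filter of at least 1 CPM in at least 3 samples moved this shift most, to −1.75. With the replicate block the shift was −1.88, with 50 genes downregulated past both thresholds, beside a mean correlation of same-numbered samples of 0.0274. That correlation was not computed for the list alone, so it does not show whether same-numbered samples moved together in it. With the block the adjusted p by edgeR's quasi-likelihood test was lower for IFI27 (8.58e-18), PARP14 (2.48e-17) and SAMD9L (8.61e-17) than without it. An effect of replicate number on genes of the list is therefore not excluded.

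**Figure D4:**
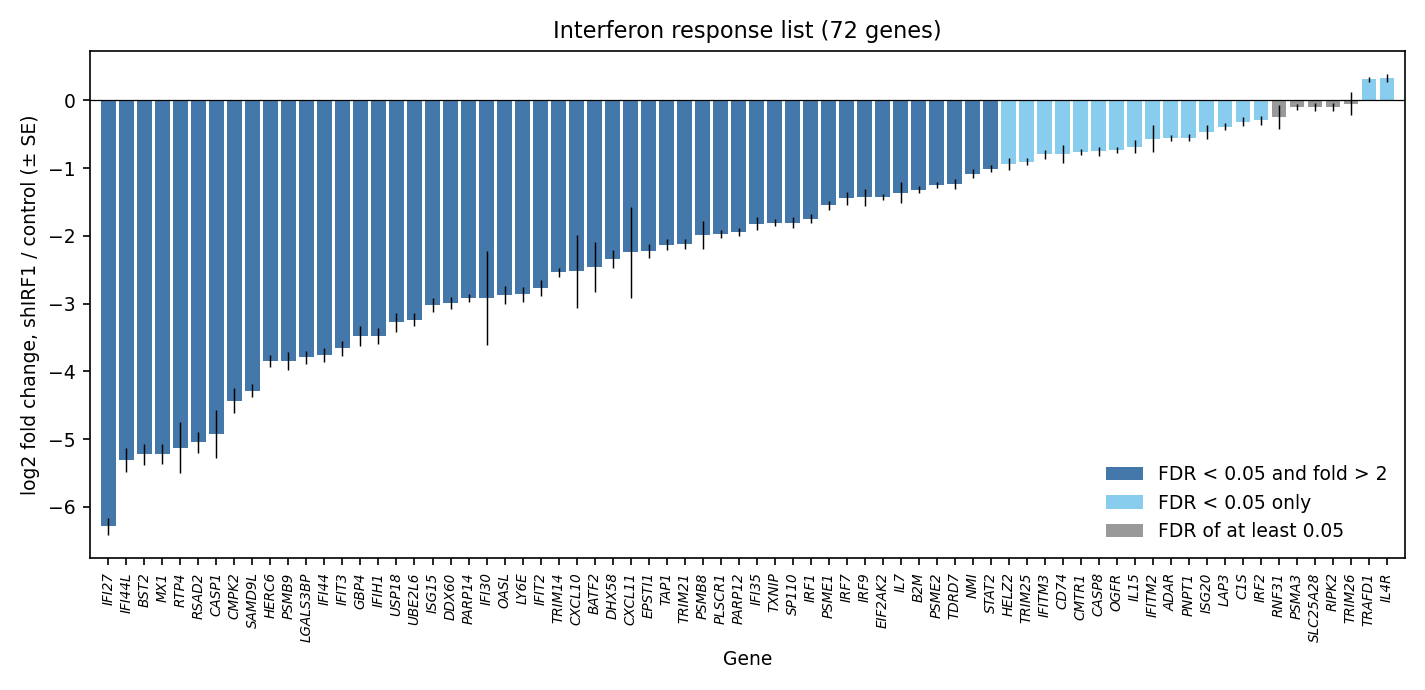
Log2 fold change of IRF1shRNA over control for each of the 72 interferon response genes, with bars from 0 and lines for ± SE. Dark blue bars are the 50 genes past both thresholds, light blue bars pass the adjusted p threshold alone and grey bars are the 5 genes that do not, and the values run from −6.28 for IFI27 to 0.33 for IL4R.

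The other lists shifted by less. MHC class I genes shifted by −1.30 on the log2 scale (normalized enrichment score −1.96, adjusted p 1.09e-04 in the fgsea permutation test on the edgeR ranking). The genes with the smallest adjusted p-values there were PSMB9 (log2 fold change −3.84), TAP1 (−2.13) and B2M (−1.32), the first pair of which lies in the MHC region. Leaving out the MHC region moved the MHC class I shift to −1.15, and leaving out the genes shared with the interferon response list, among them these 3 genes, moved it to −1.15 as well, with an adjusted p of 0.0126, the highest in a range from 1.07e-08 over the fgsea permutation and camera tests. Of the 9 genes of the list outside that region, 6 were downregulated and 2 upregulated with an adjusted p under 0.05. The upregulated genes were CALR (0.20) and PDIA3 (0.32), which were chosen after their values were seen. Proliferation genes shifted by −0.22 (adjusted p 8.18e-04 in the same fgsea permutation test), with CDK1 (−0.71), RRM2 (−0.61) and PCNA (−0.58) at the smallest adjusted p-values. Of these genes, 23 were downregulated and 1 upregulated with an adjusted p under 0.05, or 20 and 4 under scaling by library size only. The upregulated gene, chosen after its value was seen, was FEN1 (0.39). Integrated stress response genes, of which 31 were tested, shifted by −0.20 (adjusted p 0.0176 in the same fgsea permutation test), with ATF5 (−1.53), GDF15 (−1.21) and PSPH (−0.63) at the smallest adjusted p-values. In that list 19 genes were downregulated and 5 upregulated with an adjusted p under 0.05, or 17 and 6 under scaling by library size only. The 5 upregulated genes, chosen after their values were seen, were CTH (0.88), SLC7A11 (0.62), VLDLR (0.41), MTHFD2 (0.25) and MARS1 (0.12). When genes were ranked by log2 fold change, the adjusted p of that list was 0.113 in the fgsea permutation test, the highest in a range from 0.00197. Mitochondrially encoded genes shifted by −0.13 and did not pass the threshold (adjusted p 0.0717 in the same fgsea permutation test). Of the 13 genes, 7 were nevertheless downregulated singly by edgeR's quasi-likelihood test, and 5 under each of the other scalings. Under library size only, 1 gene of this list was also upregulated with an adjusted p under 0.05, against 0 in the main result. The smallest adjusted p-values there belonged to MT-ATP8 (−0.52), MT-ATP6 (−0.21) and MT-ND6 (−0.25). MT-ND6 lost significance under DESeq2 (−0.24) and without IRF1shRNA replicate 3 (−0.15). With the replicate block, shifts were −1.29 for MHC class I, −0.22 for proliferation, −0.19 for integrated stress response and −0.13 for mitochondrially encoded genes. The mean correlation of same-numbered samples, 0.0274, was not computed for these lists alone.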

Values the study reported

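The study reported 252 upregulated and 599 downregulated genes after IRF1 silencing in BT-549 cells, at an FDR below 0.05 and a fold change above 2.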

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

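Of the values recomputed for the comparisons, 370 kept their direction and their side of the threshold, or for counts stayed within 1.5 times, while 1 became weaker, 6 stronger, 6 moved and 3 reversed. Of those for the other genes named, 427 stayed the same and 2 became weaker, both for MT-ND6 (under DESeq2 and without IRF1shRNA replicate 3). RPS9 is counted as the same because it kept its direction and its side of the threshold. Its log2 fold change nevertheless fell from 3.65 to 0.89 without IRF1shRNA replicate 2, and to 2.32 with the replicate block. The settings with halved counts, thinned libraries, the GC and length correction with and without the block, the MHC region left out and a mean of at least 1 CPM were chosen after seeing the data.

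The counts of genes past both thresholds depended on how genes at low abundance were handled. Requiring at least 1 CPM in at least 3 samples gave 223 upregulated and 523 downregulated genes, and a mean of at least 1 CPM gave 186 and 501. The glmTreat test against a 2-fold change gave 127 and 377. Without the fold threshold, downregulated genes were more numerous in the main result (4971 against 4548), but upregulated genes were under upper quartile scaling (5171 against 4413), library size only (5267 against 4309), the GC and length correction (5224 against 4778), that correction with the block (5079 against 4694), and by a small margin under the filters of at least 1 CPM in at least 3 samples (4296 against 4273) and a mean of at least 1 CPM (4228 against 4226). Past both thresholds, the share of upregulated genes was 43.7% in the main result, 29.9% and 27.1% under these filters and 25.2% under glmTreat. Among the scalings, library size only moved that share most, to 48.8%. Across the 6 fits that each left out one replicate, upregulated genes past both thresholds ranged from 568 to 670 and downregulated genes from 812 to 865.

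PBRM1 passed the threshold upward under upper quartile scaling (log2 fold change 0.11), library size only (0.12) and the GC and length correction (0.083), with adjusted p-values from 0.0246 to 0.456 over its alternatives in the edgeR and DESeq2 tests. MUC1 reversed under the GC and length correction (0.065) and that correction with the replicate block (0.066), and ranged from −0.15 to 0.035 across the fits that left out one replicate, where it reversed without control replicate 3. Its adjusted p stayed between 0.0617 and 0.951 in those edgeR and DESeq2 tests. Upper quartile scaling and library size only moved the median of all genes from −0.0024 to 0.041 and 0.049, and the PBRM1 value rose with it, so under these settings PBRM1 did not move relative to the other genes. Under the GC and length correction that median was 0.029, and PBRM1 rose by less than it did. MUC1 was at 44.6 CPM in control replicate 3 against 34.9 and 39.7 CPM in the other controls, so leaving out that library lowered the control mean. Under the GC and length correction MUC1 rose from −0.06 to 0.065, more than the median did, and the cause of that rise was not tested.

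The mitochondrially encoded list passed the threshold under DESeq2 (shift −0.15) and with no filter (−0.16), and ranged from −0.18 to −0.069 across the fits that left out one replicate, passing it without IRF1shRNA replicate 2. The fit with no filter took the spread of each gene from a trend across all genes and used no replicate spread of its own, so its p-values carry little weight. The adjusted p of the list ranged from 0.0204 to 0.265 over the fgsea permutation and camera tests. The integrated stress response list no longer passed when ranked by log2 fold change (shift −0.20), with adjusted p-values from 0.00197 to 0.113 over the same kinds of test. The cause was not tested for either list.

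RPS9 was not tested under DESeq2, which gave it no adjusted p, and PSMB9 and TAP1 have no value with the MHC region left out. Calls among genes under 1 CPM are less complete, since 54.4% of the 57 genes changed there in the simulated data were recovered. The simulation used the library sizes of these samples only, so depth cannot be told apart from other causes of missed genes.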

Other observations

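The tests of the integrated stress response under doxycycline, of the MHC region, of counting error, of the precision for PBRM1, of the scaling of control replicates 1 and 3 and of IFNB1 were chosen after the results they bear on had been seen. The 6 samples can be split into equal groups in 10 ways. The real split was compared with the splits that part as many same-numbered pairs, 4 in all, and 1 of the 4 splits, the real one, gave as many genes in each direction with an adjusted p under 0.05, with or without the 2-fold change, and as many downregulated interferon response genes. The same held for the shift of each of the 5 lists. For upregulated interferon response genes past both thresholds, 4 of the 4 splits gave as many, because the real count was 0, as it was at an unadjusted p under 0.05. The other 6 splits part 1 pair each, and 0 genes passed the adjusted threshold in any split but the real one. So few splits cannot give a share under 0.05, so grouping by chance cannot be excluded by this count.

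The numbers of upregulated and downregulated genes past both thresholds were 647 and 835. Both are higher than the values quoted from the study above. DESeq2, which the study used, gave 636 and 810 here, so both stayed higher with that test. After a correction for GC content and transcript length 1471 genes passed both thresholds, against 1482 before it, with 693 upregulated and 778 downregulated where 647 and 835 had been. The correction therefore raised the number of upregulated genes and lowered that of downregulated genes. After thinning every library to the smallest total 1268 genes passed, of which 502 were upregulated and 766 downregulated. Neither total was lower by more than 1.5 times. These settings bear on how stable the totals are. They cannot decide the difference from the study, whose numbers come from the same libraries. Low abundance is a candidate explanation for that difference, since 52.4% of the genes past both thresholds had a mean under 1 CPM. Requiring at least 1 CPM in at least 3 samples gave 223 upregulated and 523 downregulated genes, and a mean of at least 1 CPM gave 186 and 501. All of these lie below the values quoted from the study. A filter on abundance could therefore account for the whole difference in number, but the filter used in the study is not known here.

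Doxycycline was given to the IRF1shRNA samples alone, and it may act on mitochondrial translation by itself. A rise of the integrated stress response list would be in line with such an action. The list shifted by −0.20 (median log2 shift −0.196) instead, so the list as a whole did not rise, although 5 of its 31 genes were upregulated with an adjusted p under 0.05 and 19 downregulated. Other effects of doxycycline were not tested and cannot be separated from those of the shRNA.

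Genes of the MHC region were over-represented among genes whose counts differed between replicates of one group. Of the 100 genes with the largest spread within groups, among 9270 with a mean of at least 10 CPM, 18 lay in the MHC region, which holds 0.529% of those genes (odds ratio 64.5, two-sided p 6.95e-24 by Fisher's exact test). The same genes had drawn attention to the region, so the test shows no more than a hypothesis. The spread was 3 times the counting error or more for 96 of the 100 genes, but these genes were chosen for their spread, so counting error was not put to a test that could have come out otherwise. A candidate explanation is that reads of this region were assigned to other annotated copies of it to a different degree in each library. The counts of such copies were not analysed here, so the pattern cannot be told apart from other causes, and no biological explanation was tested. Assignment of MHC-region reads would not cover MT-RNR2, MT-RNR1 and RPS9, which lie outside the region. Among the 100 genes, 14 belonged to the interferon response list.

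PBRM1 was not lower in IRF1shRNA samples. The lower end of the 95% interval of its log2 fold change was −0.0148, which lies above the fall of WARS1 (−0.62), the smallest fall among the genes of the study that passed the threshold. A decrease of that size would therefore have been seen. The study reported that PBRM1 expression needs IRF1, from qRT-PCR of the transcript and from immunoblots of BT-549 cells with IRF1 shRNAs. The transcript result in these libraries differs from that report, and the cause of the difference was not tested. PBRM1 protein was not analysed here.

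The interferon response list was not level across the control samples. It was higher in control replicate 3 than in control replicate 1 by a median of 0.21 on the log2 scale, and 60 of the 72 genes were highest in control replicate 3. Scaling of the 2 libraries is unlikely to account for it, since 100% of 10000 random lists matched on expression had a smaller shift, the largest being 0.069. IRF1shRNA replicate 3 was also higher than IRF1shRNA replicate 1, by a median of 0.084, but no random lists were drawn for that pair. The lower adjusted p-values of IFI27, PARP14 and SAMD9L with the replicate block would go with a difference by replicate number. Whether the difference extends beyond the control samples and follows the replicate number was not tested for the list as a whole. Samples of one group give no biological contrast, so no biological explanation was tested.

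Whether a lower level of interferon beta transcript may contribute to the decrease in interferon response genes could not be settled. IFNB1 had 18, 10 and 8 counts in control and 4, 2 and 6 counts in IRF1shRNA replicates 1 to 3, with a log2 fold change of −1.40 ± 0.82 (SE). Its adjusted p was 0.198 by edgeR's quasi-likelihood test with no filter and Benjamini-Hochberg adjustment. That fit took the spread of each gene from a trend across all genes. Neither the adjusted p nor the SE therefore weighs the spread between replicates of IFNB1. The IFNB1 counts were all even, and mates of a read pair appear to have been counted separately, so fewer fragments may lie behind them. Both values treat mates as separate counts. The 2 counts in IRF1shRNA replicate 2 lie under the 3 counts taken as detected. The log2 fold change of IFNA1 went the other way, at 1.01 ± 0.55 (adjusted p 0.156 in the same edgeR test). IFNA1 had 5, 12 and 15 counts in control and 28, 7 and 22 counts in IRF1shRNA replicates.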
